A study of Bos taurus with 8 samples. Its data were reported in "Seasonal environmental fluctuations alter the transcriptome dynamics of oocytes and granulosa cells in beef cows" (2024).

How the data were processed

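Bovine oocytes were recovered from beef cows by follicle aspiration guided by ultrasound, after synchronisation and stimulation with follicle-stimulating hormone, and cumulus cells were removed with hyaluronidase and vortexing before RNA was extracted from pooled oocytes. RNA of a pair of cows was combined into each pool, the same cows being sampled in both seasons, so p-values measure the spread between pools; whether the letters of the libraries mark the same cows was not given in the sources used here. The study dropped a summer library together with its winter counterpart, but summer C and winter D have no partner of their letter among the libraries used, so the letters alone do not give the pairs. Libraries were made from polyadenylated RNA and sequenced as paired reads. The study graded the oocytes and kept the better grades, whose proportions differed between the seasons, and it checked each oocyte under a stereomicroscope for attached cells. Groups were taken from the titles in the labels, which gave 4 summer and 4 winter libraries.

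The deposited values are TPM, a length-scaled share of transcripts, which the authors computed after trimming the reads and mapping them to the bovine genome. The study's methods describe CLC Genomics Workbench with a trimmed-mean scaling, while the submitters' processing notes name bcl2fastq, Bowtie2 2.2.2, DESeq2 and the build ARS-UCD1.2, and which of these produced the table was not settled. Every library sums to the same total, so no further scaling factor shows in the values. TPM keeps no depth, and the precision from counting is therefore unknown. A symbol was given for 20573 of its genes, and no coordinates are printed. Copies of near-identical genes can share reads, and antisense or overlapping genes were not told apart.

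From these values zFPKM was computed per library by fitting a half-Gaussian to the right of the mode of log2 TPM, and a gene was counted as expressed in a season when its zFPKM exceeded -3 in all 4 libraries. Genes expressed in at least one season were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(TPM + 1), with season as the only term and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 difference of at least 1. Gene lists were tested with limma's camera at a preset correlation of 0.01 over the 30 lists with at least 5 tested members (all but the erythrocyte list), and 19 were called; with an estimated correlation 0 were, and fry, which asks whether the members move one way and not whether they differ from other genes, called 18. The lists covered oocyte, cumulus and granulosa, theca and stroma, endothelial, leukocyte, erythrocyte and epithelial markers, and germ cell, matrix, stress, metabolic and signaling pathways. The theca and stroma, matrix remodelling and matrix receptor lists share collagen genes, matrix remodelling shares MMP2 with theca and stroma, PDGFRA and PDGFRB are in the theca and stroma and the PI3K-AKT lists, and the oocyte and oocyte meiosis lists share MOS and WEE2. List genes missing from the table were not analysed here.

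Seasons were compared by the mean correlation within seasons minus that between them, in an exact permutation test over the 35 splits of the libraries. Shares of TPM were compared by exact permutation. The design, lists, tests and alternatives were fixed before the data were examined, but with the study's results on these same libraries known. Several lists follow pathways that it found enriched. Some hold genes that it reported, such as XCL1, TNFRSF8, TNFSF4 and TNFRSF13B in the cytokine list. Tests of those lists are therefore not independent of its results. The rule for naming genes was fixed at the same time. The rule took the 10 largest differences in each direction among called genes with a symbol, a mean of at least 10 TPM in the higher season and no overlap between the seasons, up to 4 members of each list (the 3 smallest p and the most abundant), the genes that the study named, the 5 most abundant genes per season and any member of the cell type lists; exceptions are said to have been named after their values were seen. Some genes within this rule are not reported here. The alternatives were other pseudocounts, filters, scalings, moderation and weights, other thresholds, a cumulus and granulosa covariate, the letter as a block, and each library left out; those added after the data were seen are named as such where they appear. The test was run on simulated data for the comparison of the seasons over 13379 genes. Of 67 genes changed 4-fold, 92.5% were recovered. At 2-fold, which is the calling limit itself, 43.3% of 67 were, and 7 of 13179 unchanged genes were called. The changed genes were drawn only from those with a mean log2(TPM + 1) above 3, so no recovery rate is given for genes with low TPM. The rate among unchanged genes was not split by transcript level. In the real libraries members of the oocyte list moved together (estimated correlation 0.70). Whether the simulated rates hold under such shared shifts was not tested. Figures were drawn with matplotlib 3.10.9.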

Results

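The data were transcript levels of denuded germinal vesicle oocytes from beef cows, collected by ultrasound-guided follicle aspiration in summer and in winter. Each library came from a pool of oocytes. To ask how the oocyte transcriptome differs between the seasons, 4 summer libraries (A, B, C and E) were compared with 4 winter libraries (A, B, D and E). The study collected each season in a single aspiration session, so season cannot be told apart from session or handling. Values were TPM, a length-scaled share of the transcripts of a library, and every library summed to the same total. The number of reads behind each value is unknown, because TPM keeps no depth, so no counting interval is given. The libraries listed between 14477 (summer A) and 16448 (summer B) genes above 0. Values are mean ± SD with n = 4 per season unless stated, and differences are summer minus winter on the log2(TPM + 1) scale, which understates the change of genes with low values.

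Most expressed genes were shared by the seasons, and the most abundant transcripts were those of housekeeping, granulosa and oocyte genes. Summer oocytes expressed 12489 genes and winter oocytes 13129, with 12239 expressed in both, 250 in summer alone and 890 in winter alone (with TPM of at least 1 in all 4 libraries as the limit, 421 and 745). Under the main limit, 34 of the summer group and 230 of the winter group also passed the differential test. UBB, which encodes ubiquitin, was the most abundant transcript in summer (8676 ± 736 TPM against 5878 ± 911 in winter, adjusted p = 0.0512, limma), and SRGN, the proteoglycan serglycin, was the most abundant in winter (7458 ± 1954 against 6404 ± 301 TPM in summer). The small heat shock protein gene HSPB1 stood at 4652 ± 1305 TPM in summer and 5186 ± 2161 TPM in winter. Among the 20 most abundant genes, 16 were common to the seasons. The oocyte genes ACCSL and ZP3 and the ribosomal protein gene RPL7A were among those in the summer group of 20 alone. The mitochondrial genes ATP6, ND3 and ND2 and the granulosa gene SERPINE2 were in the winter group alone (RPL7A and ATP6 were named after their values were seen). The winter mean of SERPINE2 had a wide spread (3688 ± 2929 TPM). INHA, the inhibin alpha subunit of granulosa cells, ranked second in winter (6818 ± 6965 TPM), a mean that rested on winter E at 17265 TPM, while the other winter libraries held between 3204 and 3519 TPM.

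The seasons separated along the first principal component, which held 45.4% of the variance. Pearson correlation between libraries averaged 0.950 within seasons and 0.903 between them. In a one-sided exact permutation test over the 35 splits of the libraries, no other split gave as large a difference (p = 0.0286, the smallest this design allows). Summer A stood apart on the second component (15.2%) and winter A on the third (14.5%).

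**Figure D1:**
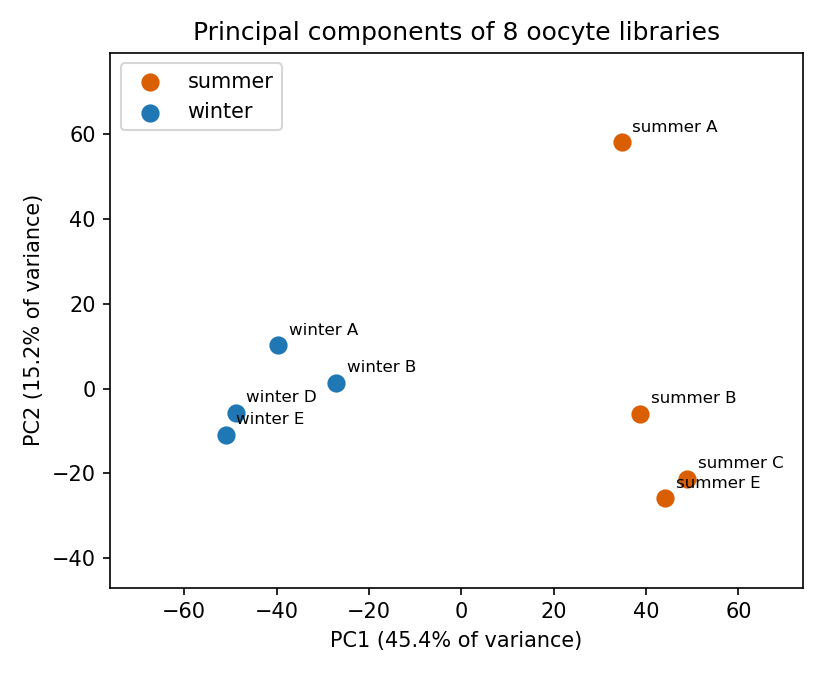
First and second principal components of log2(TPM + 1) over the tested genes, with 1 point per library, coloured by season. The 4 summer libraries lie to the right and the 4 winter libraries to the left, and summer A lies apart on the second component at 58.18.

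Of 13379 genes tested, 589 were higher and 692 lower in summer oocytes (limma, adjusted p under 0.05 and at least a 2-fold difference). The genes that fell did so over a wider range than those that rose. Among called genes with a symbol and at least 10 TPM in the higher season whose libraries did not overlap, the chemokine gene XCL1 had the largest fall, from 234 ± 211 TPM in winter to 0.984 ± 1.68 in summer (difference -6.38, SE 0.91, adjusted p = 0.00370, limma), though a gene with no symbol fell further (-6.95). The gelatinase gene MMP2 followed, with 65.9 ± 50.9 TPM in winter and 0.0360 ± 0.0498 in summer (difference -5.62, SE 0.54), then the insulin-like growth factor binding protein gene IGFBP5 (-5.50) and the muscle LIM protein gene CSRP3 (-5.16). Collagen genes COL3A1 (-5.01), COL1A2 (-4.91) and COL12A1 (-4.77), the cytokine gene TGFB1 (-4.83), the receptor tyrosine kinase gene TYRO3 (-4.47) and the fibronectin gene FN1 (-4.24) completed the 10 largest falls. TYRO3 had the smallest p of these, at 1.94 ± 0.544 TPM in summer and 67.4 ± 26.0 in winter (adjusted p = 0.000270, limma). By the same rule, the 10 largest rises lay between 1.58 for ODF4, an outer dense fibre gene, and 1.94 for MZB1. They included the histone gene H4C1 (1.92), the homeobox gene HOXD9 (1.82), the neurofilament gene NEFL (118 ± 58.9 against 32.4 ± 10.8 TPM), the nucleoside transporter gene SLC28A1 (1.62) and NODAL, a ligand of the transforming growth factor beta family (12.5 ± 2.88 against 3.64 ± 1.49 TPM), beside TMEM74, DUSP13 and C15H11orf52. H4C1 belongs to a family of near-identical histone genes, so its value is uncertain where reads were divided among copies, and its call was lost without summer B, summer C, winter D or winter E (differences from 1.54 to 2.36). Overlap was absent between the 4 summer and 4 winter values for 29.5% of tested genes, against 2.86% by chance. Without winter E only 270 genes were higher, without winter B 983 were, and without both libraries of letter A, an alternative chosen after seeing the data, 888 were higher and 749 lower. With the cumulus and granulosa score, which nearly follows the season, as a covariate 28 were higher and 257 lower. After quantile normalization 722 and 585 were, where more genes were higher than lower. With the library letter as a replicate block, where only the letters A, B and E carry the season difference, 179 were higher and 296 lower. Under limma's test against a 1.5-fold change, 3 genes were higher and 64 lower. The median difference was 1.15 among the higher genes and -1.47 among the lower genes.

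**Figure D2:**
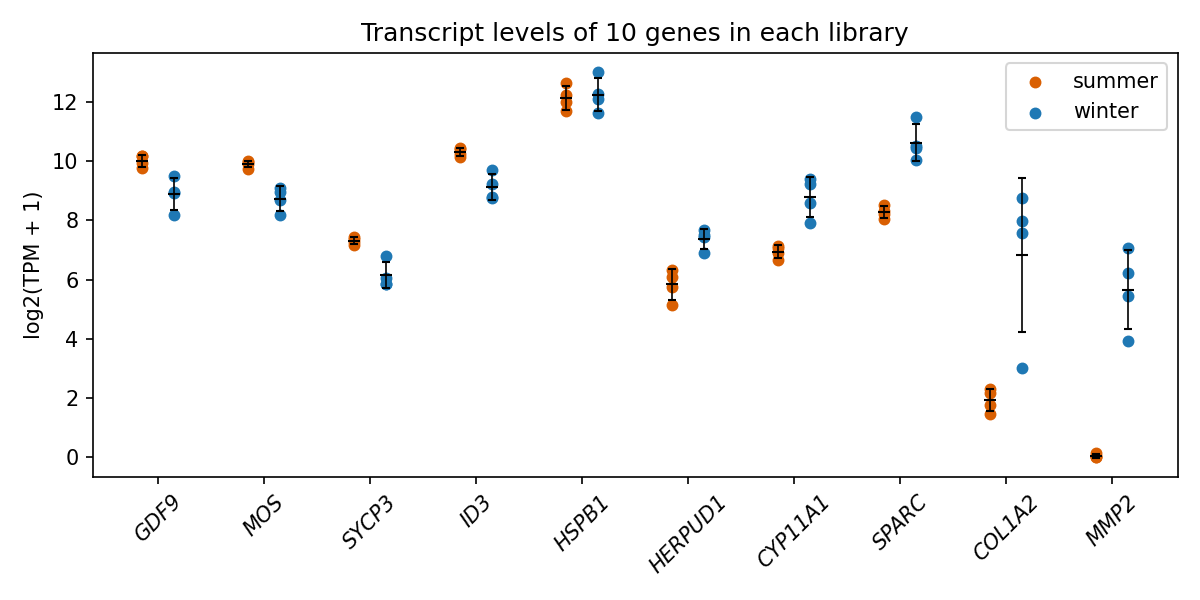
log2(TPM + 1) of 10 genes of the fixed lists in each library, with summer and winter points side by side; black marks show the mean and SD of 4 libraries. MMP2 shows the widest gap, at 0.0360 ± 0.0498 TPM in summer and 65.9 ± 50.9 in winter, while HSPB1 overlaps between the seasons.

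Genes of the oocyte itself were higher in summer. Of 33 tested oocyte genes, 27 rose and none fell, with 27 higher adjusted over the list alone and a median difference of 1.15 (camera adjusted p = 3.04e-13; adjusted p = 0.375 with an estimated correlation). GDF9, the oocyte growth factor that acts on granulosa cells, stood at 1039.6 ± 137 TPM in summer and 499 ± 181 in winter, and MOS, the kinase that holds eggs in meiotic arrest, at 963 ± 73.4 and 439 ± 115 TPM. The maternal effect gene ZAR1 (1.22), the poly(A) binding protein gene PABPC1L (1.44), ACCSL (1.18), the growth factor gene FGF16 (1.16) and the zona pellucida gene ZP3 (1.22) rose by like amounts. Germ cell lists moved the same way. In the list of PIWI-interacting RNA and DNA methylation genes 6 of 22 rose and none fell, PLD6 (1.37), TDRKH (1.21), MAEL (1.25) and GTSF1 (1.13), and, named after their values were seen, FKBP6 (1.15) and PIWIL2 (1.01), genes that act in transposon silencing (camera adjusted p = 1.59e-05; adjusted p = 0.363 with an estimated correlation). Meiotic prophase genes had 3 of 19 higher (6 without winter B), including SYCP3 of the synaptonemal complex (159 ± 12.8 against 72.4 ± 24.9 TPM), SPATA22 (1.15) and, named after its value was seen, MEI1 (1.04), and 4 adjusted over the list alone (camera adjusted p = 0.000228; adjusted p = 0.375 with an estimated correlation). Oocyte meiosis genes had 9 of 46 higher and none lower, with the cyclin gene CCNB2 (1.06), the phosphatase gene CDC25C (1.07) and the kinase gene AURKA (2689 ± 139.8 against 1355 ± 408 TPM) as examples (camera adjusted p = 0.000134; adjusted p = 0.375 with an estimated correlation). Among proliferation genes, 1 of 22 rose (3 without winter B), the spindle gene PRC1 (1.02), and the list was called at a median of 0.37 (camera adjusted p = 6.22e-05; adjusted p = 0.375 with an estimated correlation). Oocyte genes made up 2.87 ± 0.178% of all TPM in summer and 1.40 ± 0.454% in winter (two-sided exact permutation p = 0.0286, the smallest possible; adjusted over 7 cell type lists, p = 0.10), with the lowest share, 0.872%, in winter E. The 2-fold limit depended on that library: without winter E the oocyte median was 0.94, and 10 oocyte genes stayed past the limit while 29 still had an adjusted p under 0.05 (limma). With the cumulus and granulosa score, which nearly follows the season, as a covariate the oocyte median was 0.64 (camera adjusted p = 2.43e-10). GDF9 (0.89), MOS (0.98), ZP3 (0.96), FGF16, FKBP6, GTSF1, SPATA22, MEI1, CCNB2, CDC25C, AURKA and PRC1 fell short of the limit without winter E. Without winter E oocyte meiosis genes past the limit numbered 1, meiotic prophase genes 1 and PIWI-interacting RNA genes 4, while PIWIL2, MEI1 and PRC1 also lost their calls without other libraries.

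**Figure D3:**
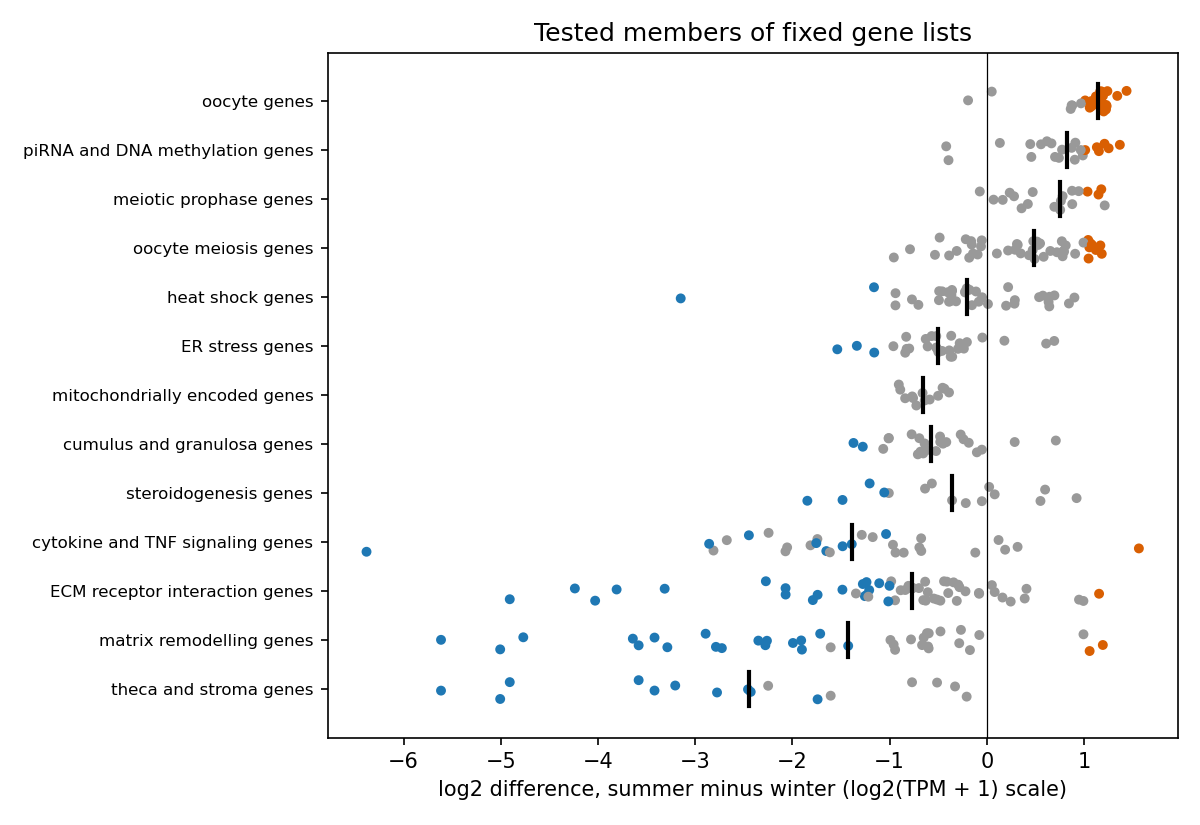
log2 difference (summer minus winter) of each tested member of 13 fixed gene lists, with 1 point per gene; orange points were called higher, blue points lower and grey points neither, and the black bar is the list median. The oocyte median lies at 1.15 and the theca and stroma median at -2.44.

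Matrix and stroma genes were lower in summer. Of 16 tested theca and stroma genes 10 fell and none rose, 11 adjusted over the list alone, with a median of -2.44 (camera adjusted p = 2.62e-07; adjusted p = 0.339 with an estimated correlation). PDGFRB, the platelet-derived growth factor receptor of mesenchymal cells, stood at 0.926 ± 0.262 TPM in summer and 19.7 ± 12.7 in winter, and the collagen gene COL1A1 at 85.3 ± 18.1 and 346 ± 245 TPM. The smooth muscle genes ACTA2 (-2.46) and TAGLN (-2.78) fell too, whereas the theca hormone gene INSL3 differed by -0.21 (adjusted p = 0.583, limma). Matrix remodelling genes had 18 of 37 lower and 2 higher, the elastin gene ELN (1.19) and the protease gene ADAMTS4 (1.06; lost without summer E or winter E), both named after their values were seen (camera adjusted p = 1.94e-08; adjusted p = 0.363 with an estimated correlation), and the smallest p values were those of MMP2, SPARC, a collagen-binding glycoprotein (312 ± 42.4 against 1707 ± 816 TPM), and by MMP11 (-2.79). In the list of matrix receptor interaction genes 19 of 55 fell, such as the integrin gene ITGA5 (-4.03) and the laminin gene LAMB1 (-2.27), and 1, COL2A1 (1.15, and 0.89 without summer E, which ended its call; named after its value was seen), rose, against 3 without winter A (camera adjusted p = 2.36e-06; adjusted p = 0.150 with an estimated correlation). Focal adhesion genes had 7 of 31 lower and none higher, among them the protease gene CAPN2 (-1.79), the actin cross-linker gene FLNA (-1.22) and the talin gene TLN1 (-1.14) (camera adjusted p = 0.00149; adjusted p = 0.375 with an estimated correlation). The theca and stroma list held 0.0526 ± 0.00749% of TPM in summer and 0.190 ± 0.0992% in winter, and winter A was the lowest winter library at 0.0762%.

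Cumulus and granulosa genes shifted less than theca and stroma genes. Of 24 tested, 2 fell, the transcriptional regulator CITED2 (-1.28) and the cadherin CDH2 (-1.37), with a list median of -0.57 (camera adjusted p = 0.0109; adjusted p = 0.394 with an estimated correlation). Their share of TPM was 1.66 ± 0.178% in summer and 2.55 ± 1.60% in winter (two-sided exact permutation p = 0.229), and winter E reached 4.94%. Without winter E the list median was -0.21 and the list was not called (camera adjusted p = 0.104). Cumulus expansion genes had 4 of 14 lower, the transcription factor genes RUNX2 (-3.39) and RUNX1 (-1.22), the protease gene ADAMTS1 (-2.73) and, named after its value was seen, the growth factor gene EREG (-2.44; not called without summer A, summer C, summer E, winter A or winter D) (camera adjusted p = 0.00548; adjusted p = 0.339 with an estimated correlation). In the steroidogenesis list 4 of 15 genes fell, CYP11A1, the cholesterol side-chain cleavage enzyme, at 123 ± 17.6 TPM in summer and 478 ± 203 in winter, HSD3B1 (-1.48), HSD3B7 (-1.06) and, named after its value was seen, the lipoprotein receptor gene SCARB1 (-1.21), but the list as a whole was not called (camera adjusted p = 0.114; 0.0466 without winter A). CYP11A1 was called with each library left out in turn, HSD3B1 was not without summer B, summer C or summer E (adjusted p up to 0.0749, limma), and HSD3B7 and SCARB1 each lost their calls without any of several libraries.

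**Figure D4:**
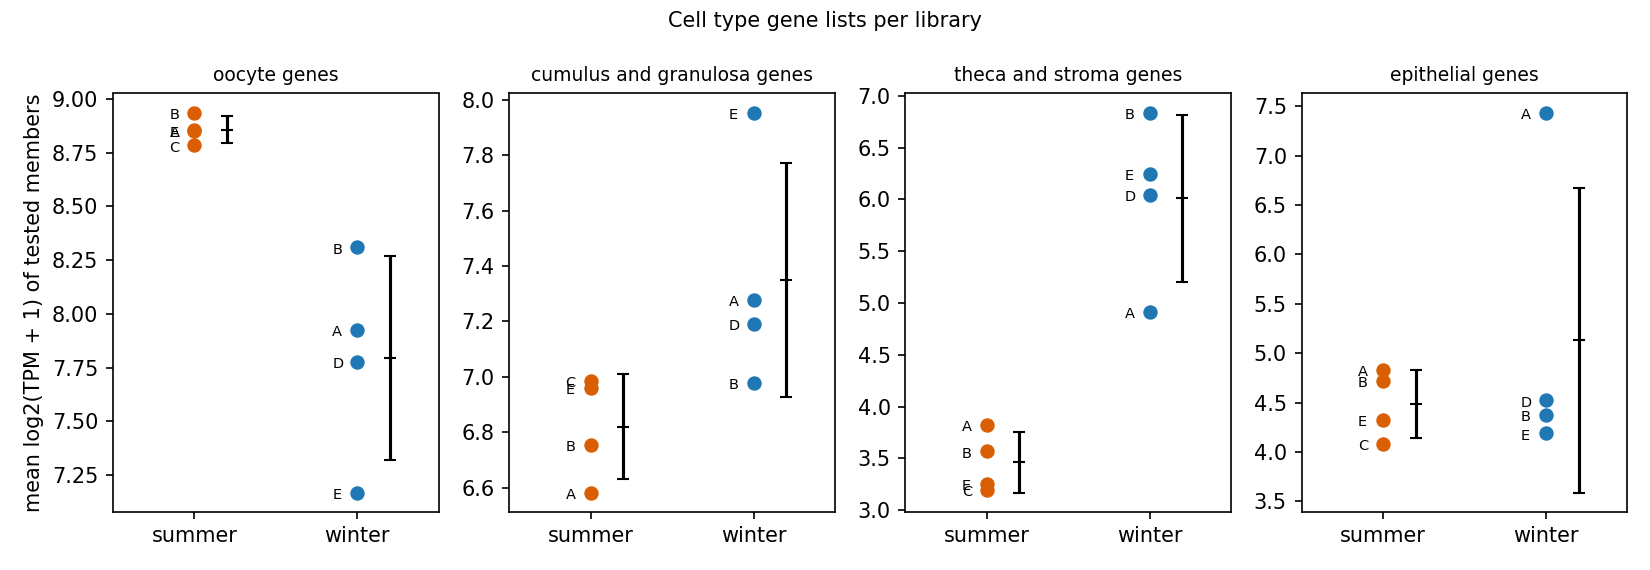
Mean log2(TPM + 1) of the tested members of 4 cell type lists in each library, labelled by library letter, with the mean and SD of 4 libraries beside them. Oocyte genes are lowest in winter E, theca and stroma genes lie higher in every winter library than in any summer library, and epithelial genes are highest in winter A at 7.44.

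Heat shock genes were not called as a list (camera adjusted p = 0.195), and 2 of 37 members fell, CRYAB (3.21 ± 1.55 TPM in summer against 41.8 ± 23.9 in winter) and HSPB6 (-1.16), both small heat shock proteins; HSPB6 was named after its value was seen and lost its call without any of 6 of the libraries (adjusted p up to 0.0764, limma). HSPB1 differed by -0.11 (adjusted p = 0.801, limma). Endoplasmic reticulum stress genes were lower in summer as a list, with 3 of 28 past the 2-fold limit (5 without winter B), HERPUD1 (58.9 ± 19.7 against 168 ± 36.3 TPM), SELENOS (-1.16) and DNAJB9 (-1.34) (camera adjusted p = 2.32e-05; adjusted p = 0.339 with an estimated correlation). All 13 mitochondrially encoded genes had lower means in summer and none passed the 2-fold limit (1 did without summer E or winter B), although 6 had an adjusted p under 0.05 (from 2 without summer B to 12 without winter B), among them ND3 (-0.89) and ND2 (-0.84) (camera adjusted p = 6.22e-05; adjusted p = 0.375 with an estimated correlation). They held 2.39 ± 0.352% of TPM in summer and 3.72 ± 0.602% in winter (two-sided exact permutation p = 0.0571). Glycolysis genes fell as a list (median -0.41, camera adjusted p = 0.00766; adjusted p = 0.505 with an estimated correlation), with 1 of 19 called, the enolase gene ENO2 (-1.49), which lost its call without any library but summer A (adjusted p up to 0.113, limma), and 0 adjusted over the list alone. Ribosomal protein genes shifted by a median of -0.13 with none of 74 called (camera adjusted p = 0.0280; adjusted p = 0.803 with an estimated correlation), a call that was lost without summer B, summer E, winter D or winter E (adjusted p up to 0.473). The antioxidant list was not called (camera adjusted p = 0.187), with GLRX higher (1.13) and GPX8 lower (-1.11) among 31 genes; GLRX was not called without summer A, summer C, winter D or winter E, nor GPX8 without summer E or winter B. Nuclear oxidative phosphorylation genes (median -0.14, camera adjusted p = 0.0627), ubiquitin and proteasome genes (median -0.21, camera adjusted p = 0.0797) and cholesterol synthesis genes (median -0.31, camera adjusted p = 0.114) were not called. Leaving out summer A gave calls lower in summer for all of these 3 lists (adjusted p = 0.00147, 0.000870 and 0.0374, camera).

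Among signaling genes, cytokine and tumor necrosis factor genes were lower in summer, with 8 of 29 lower (14 without summer A) and 1 higher, TNFRSF13B, and 9 lower adjusted over the list alone (camera adjusted p = 0.000128; adjusted p = 0.375 with an estimated correlation). XCL1 had the smallest p among them, followed by the receptor gene TNFRSF1A (20.5 ± 4.79 against 55.1 ± 10.3 TPM) and the adhesion gene VCAM1 (-2.45). In the list of transforming growth factor beta and bone morphogenetic protein genes, 7 of 41 fell, such as TGFB1 and BMP2 (-3.39), while 3 rose, NODAL, ID3, an inhibitor of differentiation (1270.1 ± 118 against 581 ± 189 TPM), and, named after its value was seen, the ubiquitin ligase gene SMURF1 (1.08; 0.90 and not called without winter E) (camera adjusted p = 0.0229; adjusted p = 0.363 with an estimated correlation). In the PI3K-AKT list 4 of 57 genes fell, PDGFRB, PDGFRA (-2.43) and, named after their values were seen, IGF2 (-3.74) and FGFR1 (-1.30), and the ephrin gene EFNA3 rose (1.74) (camera adjusted p = 0.0280; adjusted p = 0.375 with an estimated correlation), a list call that was lost without summer A (adjusted p = 0.0547), while 7 genes were lower without winter E. Apoptosis genes were called lower at a median of -0.38 with 1 of 24 past the 2-fold limit, the caspase gene CASP8 (-1.22; named after its value was seen, and not called without any of 6 of the libraries) (camera adjusted p = 0.0494; adjusted p = 0.375 with an estimated correlation), and the list was not called without summer B, summer C, summer E, winter A or winter D (adjusted p up to 0.137). The survival gene BCL2L1 differed by 0.74. Immediate early genes were not called (camera adjusted p = 0.702), with EGR3 alone higher (2.17; not called without any of 5 of the libraries, adjusted p up to 0.102, limma) and 3 genes higher without winter A. ABC transporter genes were not called either (camera adjusted p = 0.799), with 4 of 26 higher, ABCG5 (1.16), ABCC2 (1.03) and, named after their values were seen, ABCA4 (1.13) and ABCG8 (1.05), each of which fell short without at least 1 library.

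Markers of other cells were uneven between libraries. Endothelial (median 0.29, camera adjusted p = 0.702), leukocyte (median -1.13, and -0.39 without summer C, camera adjusted p = 0.656) and epithelial (median -0.13, but 0.60 without winter A, camera adjusted p = 0.639) lists were not called, although the claudin gene CLDN5 (-3.25) and the uroplakin gene UPK3B (-1.66) fell, as did the leukocyte genes CD68 (-1.84), CORO1A (-1.34) and C1QC (-1.13), while CD52 rose (1.35). CLDN5 was called with each library left out in turn, and the other 5 each lost their calls without at least 4 of the libraries. The endothelial list had a positive median while fry gave it a lower direction. The keratin gene KRT8 stood at 1568 TPM in winter A, 746 TPM in winter D and 168 TPM in winter B, and KRT19 at 499.6 TPM in winter A and at most 24.3 TPM in the other winter libraries. Of the erythrocyte list only HBA was tested, at 2070.5 ± 948 TPM in summer and 2002 ± 1484 in winter.

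Of the 26 genes of this series that the study singled out, which it chose on these same libraries, 9 were higher (5 without winter E) and 7 lower here; adjusted over the list alone, which is not independent evidence, 9 were higher and 10 lower. Rises included the gastrin gene GAST (2.16), the homeobox genes TLX3 (1.71) and VSX1 (1.62) and the dopamine receptor gene DRD5 (1.41). The receptor gene TNFRSF13B was listed at 0 in every winter library (adjusted p = 0.0267, limma), and TMEM26, TNFSF4, C1QTNF5 and TNFRSF8 were listed at 0 in every summer library, so no fold is given; TNFRSF13B was not called without winter D or winter E, nor TNFRSF8 without summer B or winter A. PPYR1 was not called (adjusted p = 0.118, limma). EMP1, ANXA8L1 and TEAD4 were not called either (adjusted p = 0.0753, 0.0693 and 0.0576, limma), and their winter means rested on winter A, where EMP1 stood at 133 TPM against 1.03 in winter D.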

Values the study reported

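The study reported that 98.4% of the reads of the oocyte libraries mapped on average. It counted 12,489 genes as expressed in summer oocytes and 13,129 in winter oocytes, with 12,239 in both, 250 in summer alone and 890 in winter alone. Among the 20 most abundant genes of each season, it listed 16 as common to both. It reported 1,386 differentially expressed genes, of which 446 were higher and 940 lower in summer.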

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

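The marker lists for squamous and simple epithelium were chosen after winter A was seen to stand apart, before the values of their members were seen, and the medians over all markers were added after the data were seen. A value is given here when 1 library lay far from the other 3 of its season, as the gap to the nearest other library divided by the range of the 4, on the log2(TPM + 1) scale. Of 253 groups of 4 libraries, 20 passed the limit for 4 values, where about 1 in 20 groups does by chance (12.7 here). The groups covered genes named in this report, the means of cell type lists, the mitochondrial share and the number of expressed genes. Some genes had been named after their values were seen, so the chance rate is only a rough guide.

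Winter A stood apart in epithelial genes. Its mean over the epithelial list was 7.44, against 4.52 in the nearest winter library (gap 0.897 of the range), and KRT19 (gap 0.898) and UPK3B (gap 0.935, at 13.0 TPM, its highest winter value) stood apart there too. CLDN7 reached 195 TPM, CLDN4 69.9 TPM, KRT18 736 TPM and the antigen presentation gene CD74 616 TPM in winter A. A candidate explanation is epithelial cells carried along during aspiration. The study used hyaluronidase and vortexing to remove cumulus cells, and it checked each oocyte for somatic cells under a stereomicroscope. Simple epithelium genes were higher in winter A than in the other winter libraries by a median of 1.74 on the log2 scale (1.59 to 2.23 against each alone; 10 of 16 above 2-fold; 1.69 over all 17 markers). Squamous genes were higher by 1.66 (1.44 to 1.91; 5 of 8) among markers of at least 1 TPM in a winter library, but only by 0.45 over all 14 markers (0.41 to 0.45), and the 6 left out by that limit were under 1 TPM in winter A. The values thus go with simple epithelium, and squamous epithelium stays undecided, since the outcome depends on that limit. The oviduct gene OVGP1 was at 330.4 TPM and TSPAN1 at 57.6 TPM in winter A, against means of 0.409 and 0 TPM in the other winter libraries, while CD24 was lower in winter A (2.89 TPM against a mean of 7.80) and UPK1B, CLDN10, LCN2 and LRRN4 of the simple list and GRHL1 of the squamous list differed there by under 0.2 on the log2 scale. No biological explanation for a single library was tested, and expression by the cells of that pool stays open.

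Winter E held the highest INHA value (gap 0.944, 17265 TPM) and the lowest NODAL (gap 0.944, 1.42 TPM) and DRD5 (gap 0.845, 0.218 TPM) of its season, and winter B the highest C15H11orf52 (gap 0.841, 35.1 TPM) and LAMB1 (gap 0.838, 148 TPM). In summer A CRYAB (gap 0.870, 5.53 TPM) and TNFRSF13B (gap 0.936, 6.94 TPM) were highest of the summer libraries and CD68 (gap 0.843) was lowest, listed at 0. In summer B SLC28A1 was highest (gap 0.889, 52.3 TPM), and VCAM1, C1QC, ANXA8L1, TEAD4 and EMP1 each had a gap of 1, because the other 3 summer libraries were listed at 0 and summer B held 0.571, 0.428, 0.454, 0.0607 and 0.268 TPM. In summer E COL2A1 was highest (gap 0.866, 34.1 TPM), and TYRO3 (gap 0.838, 1.14 TPM) and RPL7A (gap 0.844, 2747 TPM) were lowest.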

How the results depend on the processing

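The oocyte score as a covariate and the analysis without both libraries of letter A were chosen after seeing the data; the other alternatives were planned. The higher count of 589 ranged from 270 (without winter E) to 983 (without winter B) with 1 library left out, and was 888 without both libraries of letter A. With no fold threshold 1995 genes were higher and 1594 lower, and against a 1.5-fold change 3 and 64, since these settings change the limit itself. With the letter as a replicate block 179 were higher and 296 lower. Of 234 named genes, of which 126 were called in the main test, 54 lost their call and 5 gained one. Summer C and winter D have no partner, so in this fit only the letters A, B and E carry the season difference. The drop in calls therefore cannot be credited to pairing alone. Libraries of the same letter deviated together only weakly (correlations 0.0492, 0.138 and 0.201 for A, B and E). Each summer library of these letters nevertheless correlated best with the winter library of its own letter. Whether the letters mark pairs is thus not settled, and the main test did not use them. With the cumulus and granulosa score as covariate 28 were higher and 257 lower, and with the oocyte score 0 and 15, where 1090 genes had an unadjusted p under 0.05 (limma). The cumulus and granulosa score nearly follows the season, with summer C alone above the lowest winter library, so adjusting for it also removes part of the season difference. The oocyte score nearly follows the season too and is built from the oocyte genes, so losing them is part of its construction. It turned the direction of ABCG8 (-0.15), AURKA (-0.012), DPPA3 (-0.13), FKBP6 (-0.25), GDF9 (-0.094), H4C1 (-0.16), KPNA7 (-0.20), LHX8 (-0.11), MEI1 (-0.094), NLRP9 (-0.038), WEE2 (-0.10), ZP2 (-0.39), ZP3 (-0.18) and ZP4 (-0.30), and of the lists of cumulus and granulosa (0.43), ribosomal protein (0.089) and cholesterol synthesis genes (0.34), while the cumulus and granulosa score turned its own list (0.084). Lists called fell from 19 to 11 with the oocyte score and to 0 with an estimated correlation. With TPM of at least 1 as the limit 421 genes were expressed in summer only and 745 in winter only; the cause was not tested. Median-ratio scaling moved the share of higher calls by 6.43 percentage points, to 39.5%, and quantile normalization gave 55.2%, both within 10 points of the main share. Under the other settings of pseudocount, filter, scaling, moderation, weights and list test, 98 of 126 called named genes and 15 of 19 called lists kept their call in all. With each library left out, 64 of 102 genes of the report did, and winter E ended the most calls (23). The letter block is not part of these tallies, and among 30 lists it ended 2 calls and added 1. Rescaling to equal sums changed no value, because the sums were already equal. Depth is unknown, so what it limits could not be judged.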

Other observations

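The scan of gene families, the test of leukocyte marker levels, the slopes of genes lower in summer and of cumulus and granulosa genes, the stroma median without FBLN1, the requirement that leukocyte and cumulus bounds hold with each library left out, and the comparison of theca and stroma with cumulus and granulosa markers were chosen only after the data were seen; the other tests in this part were set before their values were seen. Families of genes were taken from the letters that open their symbols, and 83 families of at least 15 tested genes were compared with all tested genes in both directions. Only the collagens passed, among genes lower in summer, with 13 of 24 lower and 1 higher (two-sided Fisher's exact test, adjusted p = 4.15e-09 over 166 tests), and 18 of them were already in the fixed lists. Fisher's test takes genes as independent, so this p overstates the evidence where collagens move together. The matrix remodelling list, which shares collagens, had an estimated correlation of 0.275 between its members. The lower collagens included the basement membrane gene COL4A1, at 91.9 ± 13.3 TPM in summer and 229 ± 79.0 in winter, and the fibrillar gene COL5A1, at 25.8 ± 5.59 and 139 ± 63.0 TPM. HBA lay between 534 and 3845 TPM in all 8 libraries, while HBB reached 2.01 TPM at most.

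The real grouping of the libraries called 1281 genes and no other of the 35 splits called more than 2. Thus 1 of 35 gave as many, a share of 0.0286, which is the smallest this design allows, so chance was not excluded. The other splits mix the seasons within their groups, which adds the season difference to their spread.

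Matrix and stroma genes were lower in summer, and theca and stroma cells carried into the winter pools are a candidate explanation. The stroma markers set for this test leave out collagen and protease genes. Of these, PDGFRA, PDGFRB, ACTA2, TAGLN, FBLN1, NR2F2 and INSL3 passed the expression filter, while CYP17A1, LHCGR and OGN did not. The markers that passed had a median difference of -2.43, as such cells would give. It was -2.62 to -2.16 with 1 library left out, and -2.44 without FBLN1, which encodes a matrix protein. However, INSL3 (-0.21) and NR2F2 (-0.33) were not called and the theca gene CYP17A1 stayed under 1 TPM in each library. CYP11A1 was lower in summer (-1.85), so whether steroid-producing theca cells were among the carried cells stays open. A lower share of oocyte RNA in winter with an unchanged mix of other cells is argued against, because the theca and stroma median lay -1.87 from the cumulus and granulosa median (-2.34 to -1.54). This takes the cumulus and granulosa markers as absent from the oocytes themselves, which was not tested. Leukocytes stay undecided. Of 25 markers 9 were tested, 4 with a positive and 5 with a negative difference. Their median of -1.13 met the bound of -1 set beforehand. It missed the later requirement that it hold with each library left out (-1.32 to -0.87 over the same members, and -1.44 to -0.39 over those that pass the filter each time). The later test found a median winter level of 1.52 TPM (0.473 to 4.76 across libraries), between its limits. A seasonal change within the cells was not tested and stays open.

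Oocyte genes were higher in summer, and dilution of oocyte RNA by RNA of other cells in the winter pools is a candidate explanation that stays open. Genes higher in summer outside the germ cell lists followed the oocyte gene mean from library to library within seasons. Their median slope was 0.699 (no lower than 0.520 with any 1 library left out, 546 genes) against 0.142 for genes not called. This met the bound set beforehand. Cumulus and granulosa genes ran against the oocyte gene mean (-0.683, and -0.901 to -0.612 with 1 library left out). Both patterns are as dilution would give. A check added later asked whether genes lower in summer ran against the oocyte gene mean, as RNA of diluting cells should. They did not, but only 2 of the 24 cumulus and granulosa genes are among them. The median slope of the genes lower in summer was 0.286 (quartiles -0.102 and 0.758), and 0.0603 to 0.350 with 1 library left out. A lower share of cumulus and granulosa RNA in summer cannot be told apart from other causes, because the median of those markers was -0.57, which met the bound of -0.3 set beforehand, but -0.21 without winter E, which missed it. With their score as a covariate the oocyte median was 0.64, against 1.15 without, but that score nearly follows the season. Cumulus cells were removed with hyaluronidase and vortexing and oocytes were inspected under a stereomicroscope. INHA stood at 2737 TPM or more in each library, and whether that RNA came from remaining granulosa cells or from the oocytes was not tested. Season, and the different mix of oocyte grades that the study described between the seasons, remain open as untested biological explanations. The collection session changed with the season and cannot be told apart from it.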
